A study of Mus musculus with 4 samples.

How the data were processed

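RNA sequencing was performed on mouse Th17 cells polarized in vitro, with 2 libraries labelled PP2A WT and 2 labelled PP2A cKO, on an Illumina instrument. Per the labels' protocols, naive T cells of the C57BL/6 strain were cultured with irradiated antigen presenting cells at a ratio of 1 to 3. The medium held anti-CD3 and anti-CD28 (2 µg/ml each), TGF-β1 (2 ng/ml) and IL-6 (20 ng/ml), with antibodies against IL-4 and IFN-γ (10 µg/ml each), for 2 days. PMA (50 ng/ml) and ionomycin (500 ng/ml) were added for 4 h, and RNA was extracted with a column kit before library preparation with a NEBNext Ultra kit, per the labels' protocols.

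The deposited table holds FPKM per gene, fragments scaled by gene length and library total, for 52636 genes in the 4 libraries. The other column used is the gene length in bases. Gene counting with featureCounts 1.5.0-p3 and the builds GRCm38 and mm10 are named in the submitters' processing notes. The aligner, the annotation release, the strand setting and the tool that computed FPKM are not given in the sources used here, so overlapping and antisense genes cannot be told apart. Of the gene IDs, 99.56% were found in GENCODE M21, and 95.24% of these had the same chromosome, start and end there. GENCODE M21 gave transcript GC content, from the longest transcript of each gene.

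The product of FPKM and gene length was a whole multiple of 1 step per library for 100% of values above 0, within 0.01 read, so the reads behind each value could be recovered. They sum to 19347055, 18517487, 20387948 and 19521977 in WT replicates 1 and 2 and cKO replicates 1 and 2. These sums were 98.9%, 96.9%, 100.3% and 100.7% of the totals that the FPKM values imply. The chi-square per degree of freedom over genes was 4.63 within WT and 27.9 within cKO, so no library was a copy of another.

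The main test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, for the 10562 genes with a mean of at least 1 FPKM over the 4 libraries. The contrast was cKO minus WT, with a variance trend and Benjamini-Hochberg adjustment at 0.05, two-sided, and no block. Every p given for a gene is adjusted over all genes unless stated otherwise. A fold change on this scale understates the change of genes with low values. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so calls rest on the variance that limma shares across genes. Mean values carry the SD of 2 libraries and log2 fold changes the SE of the limma fit.

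A total of 41 gene lists was written before the data were examined, and 33 with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01. camera called 19 lists higher and 3 lower, adjusted over the 33 lists. With an estimated correlation it called none, the lowest adjusted p being 0.326. That correlation is estimated on 2 residual degrees of freedom, so the lack of a call does not count against a list. For the type I interferon list the estimate was -0.056, under the preset 0.01, yet the unadjusted camera p went from 3.93e-18 to 0.0112. For the T cell receptor response list the estimate was 0.516. fry, which asks whether the genes of a list move one way on balance, called 8 lists, the type I interferon, interferon-gamma, p53, cell cycle, inhibitory receptor, Tfh, non-pathogenic Th17 and CD4 identity lists. Many lists share members, such as Csf2, Tbx21, Il10, Maf and Cd274.

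The rule for named genes was also fixed before the data were examined. It took the catalytic and scaffold genes of PP2A, and the 12 highest and 12 lowest fold changes past the threshold with a mean of at least 5 FPKM and non-overlapping genotypes, leaving out predicted genes, pseudogenes and receptor segments. It added up to 3 members past the threshold per list and direction, or the most changed tested member where none passed, and a fixed set of helper T cell genes, of which 1 is not reported here. Aurka, Plk1, Mcm2, Ccr6, Tnf, Cd74, Mdm2, Psrc1, Cyp1a1, Col4a1 and Col4a2 were chosen after their values were seen. So were Cyp1b1, Tiparp and Ahrr.

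The procedure was tested on simulated reads with the means and library sizes of these libraries at a dispersion of 0.01, with 10583 genes tested. For cKO against WT, limma on log2(FPKM + 1) recovered 18.5% of changed genes at 1.5-fold, 85.9% at 2-fold and 100% at 4-fold, and called 12 of 10359 unchanged genes. voom recovered 58.5%, 93.8% and 98.3%, and called 6. The real libraries varied unequally, with a chi-square per degree of freedom of 4.63 within WT and 27.9 within cKO. The single simulated dispersion does not carry this, so these rates need not hold for the real libraries.

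Alternatives set before the data were examined were other pseudocounts, no filter or a filter of 5 FPKM, TPM, median-of-ratios and quantile scaling, a robust or trendless variance, a replicate block, the omission of each library, a fold threshold, protein-coding genes only, and voom on the recovered reads. A correction of each library for GC content was added after the data were seen. Count models such as edgeR and DESeq2 were not used, since the deposited unit is FPKM. The recovered reads were tested with voom as an alternative only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.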

Results

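Gene expression was measured by RNA sequencing in mouse Th17 cells, the helper T cells that secrete interleukin 17, polarized in vitro from naive T cells. The cells came from 2 genotypes, labelled PP2A WT and PP2A cKO, with 2 libraries each. PP2A is a serine/threonine phosphatase built from a catalytic, a scaffold and a regulatory subunit, and the labels do not say which subunit was targeted. The cells had been cultured with irradiated antigen presenting cells, antibodies to CD3 and CD28, TGF-β1 and IL-6 for 2 days, and were restimulated with PMA and ionomycin for 4 h before RNA was taken. The comparison addresses whether Th17 differentiation requires PP2A. The deposited FPKM values rest on 19347055 and 18517487 gene-assigned reads in the WT libraries and on 20387948 and 19521977 in the cKO libraries. The labels call the libraries biological replicates without saying how the mice or cultures were separated, so p-values measure the spread between these libraries.

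The targeted complex was looked at first. Ppp2ca, the main catalytic subunit gene (chromosome 11, 52098681 to 52127778, GRCm38), had 42.2 and 50.1 FPKM in the WT libraries and 41.8 and 34.5 FPKM in the cKO libraries. Its mean was 46.1 ± 5.57 in WT and 38.1 ± 5.16 in cKO (SD, n = 2), a log2 fold change of -0.27 ± 0.14 (SE) that did not pass the test (limma, adjusted p = 0.36). The second catalytic gene Ppp2cb had 92.5 ± 4.09 and 97.0 ± 8.02 FPKM (adjusted p = 0.754). The scaffold gene Ppp2r1a had 99.99 ± 0.121 and 98.4 ± 17.01 FPKM (adjusted p = 0.91), and Ppp2r1b had 28.7 ± 1.41 and 27.1 ± 2.27 FPKM (adjusted p = 0.684). None of the 24 tested PP2A subunits and regulators passed the threshold, and their median log2 fold change was 0.05 (camera, adjusted p = 0.529). The sign for Ppp2r1a depended on the cKO library, with a log2 fold change of -0.21 without cKO replicate 2 and 0.14 without cKO replicate 1. Since no PP2A gene total was called with all libraries, the directions below rest on the labels of the libraries.

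The genotypes separated on the first principal component, which held 63.6% of the variance, with the WT libraries at -14.8 and -16.9 and the cKO libraries at 23.6 and 8.15. The Pearson correlation of log2(FPKM + 1) across the 10562 tested genes was 0.9929 between the WT libraries and 0.9852 between the cKO libraries, and genes are not independent replicates. Between genotypes it ran from 0.9733 to 0.9848, the latter between WT replicate 1 and cKO replicate 2. The difference between the cKO libraries followed the GC content of the transcripts across genes (Spearman's rho = -0.529), unlike that between the WT libraries (rho = 0.121). The difference between the genotype means followed GC content too (rho = -0.245). Against the WT mean, rho was -0.384 for cKO replicate 1 and 0.035 for cKO replicate 2. The main fold changes thus carry part of the trend of cKO replicate 1. Cytosolic ribosomal protein genes took 9.48% of the gene-assigned reads in cKO replicate 1 and 7.69% to 7.96% in the other libraries.

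**Figure D1:**
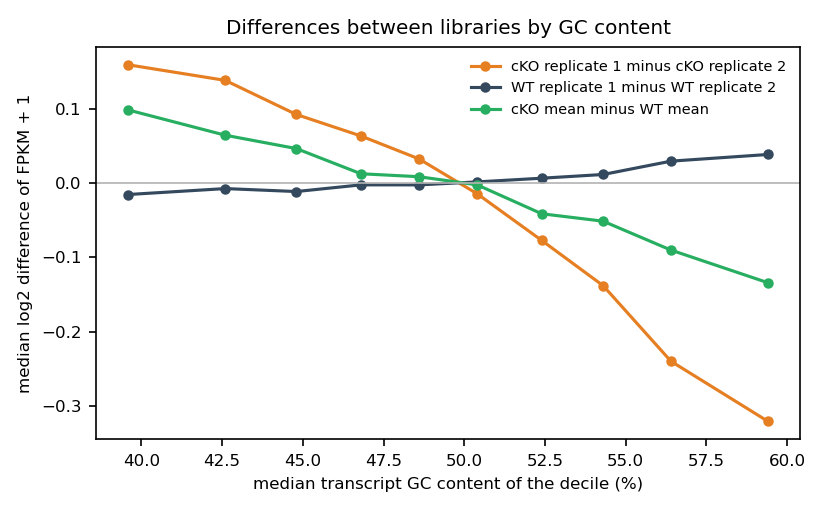
Median difference of log2(FPKM + 1) (y axis) over 10 groups of about 1055 genes ordered by transcript GC content (x axis, percent), between the 2 cKO libraries, between the 2 WT libraries and between the genotype means. The cKO replicates differ by 0.16 in the most AT-rich group and by -0.32 in the most GC-rich group, while the WT replicates stay between -0.02 and 0.04.

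Across all tested genes, 86 were higher and 27 lower in cKO than in WT (limma, adjusted p under 0.05). The gene with the highest fold change among those named was Ccl1, a T cell chemokine, with 0.808 ± 0.0754 FPKM in WT and 17.7 ± 2.05 in cKO (SD, n = 2; log2 fold change 3.37 ± 0.11, adjusted p = 0.00594). It was followed by Cd70, a TNF family ligand (2.57 ± 0.24, adjusted p = 0.0287), the cytokine gene Il1a (2.46 ± 0.22, adjusted p = 0.027) and Csf2, which encodes GM-CSF. Csf2 rose from 75.8 ± 27.3 to 351 ± 64.7 FPKM (2.23 ± 0.28, adjusted p = 0.0456). Stra6, Lta, Egr3, Ifih1, Phlda3, Mir142b, Ifi27 and Cdkn1a made up the rest of the 12 most raised named genes with a mean of at least 5 FPKM, with log2 fold changes from 1.57 to 1.89. Mir142b lies within the host transcript Mir142hg and the 2 cannot be told apart by gene totals.

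The most lowered gene named with a mean of at least 5 FPKM was Nr1d1, a nuclear receptor of the circadian clock, with 11.5 ± 1.42 FPKM in WT and 4.13 ± 0.633 in cKO (log2 fold change -1.28 ± 0.14, adjusted p = 0.0356). It overlaps Thra, so its reads are uncertain. The surface glycoprotein gene Cd24a, the death receptor gene Tnfrsf21, the cell cycle transcription factor gene Mybl2 and Plek fell 2.13-, 2.24-, 2.06- and 2.04-fold in mean FPKM (adjusted p from 0.0343 to 0.0489). Haus4, the chemokine gene Xcl1, Dock8, Ccna2, the mitotic kinase gene Haspin, Trib2 and Jade1 fell by smaller amounts, with log2 fold changes from -0.85 to -0.72. Ccna2 overlaps Exosc9.

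These counts depended strongly on the setting. limma voom on the reads recovered from the FPKM values called 266 genes higher and 354 lower, and 107 of the 113 genes of the FPKM test were among them in the same direction, so the share of higher genes was 76.1% in one test and 42.9% in the other. It was 51.8% of 500 genes with protein-coding genes only and 54.6% of 522 after a GC correction. With 1 library left out, the variance comes from the genotype that keeps both libraries. The SD of the log2 difference was 0.209 between the WT libraries and 0.304 between the cKO libraries. A call gained or lost in an omission can therefore follow the pair that remains rather than the library left out. The test called 66 higher and 10 lower without WT replicate 1, 49 and 6 without WT replicate 2, 148 and 114 without cKO replicate 1, and 1390 and 1614 without cKO replicate 2. Without WT replicate 1 or without WT replicate 2, at most 1 of the 12 most lowered named genes passed, while at least 10 of the 12 most raised passed without any one library. Csf2 missed the threshold without cKO replicate 1 (adjusted p = 0.0636), and Lta and Cdkn1a missed it without WT replicate 2 (adjusted p = 0.0662 and 0.0697). The groups did not overlap in 55.9% of tested genes, against 33.3% by chance.

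**Figure D2:**
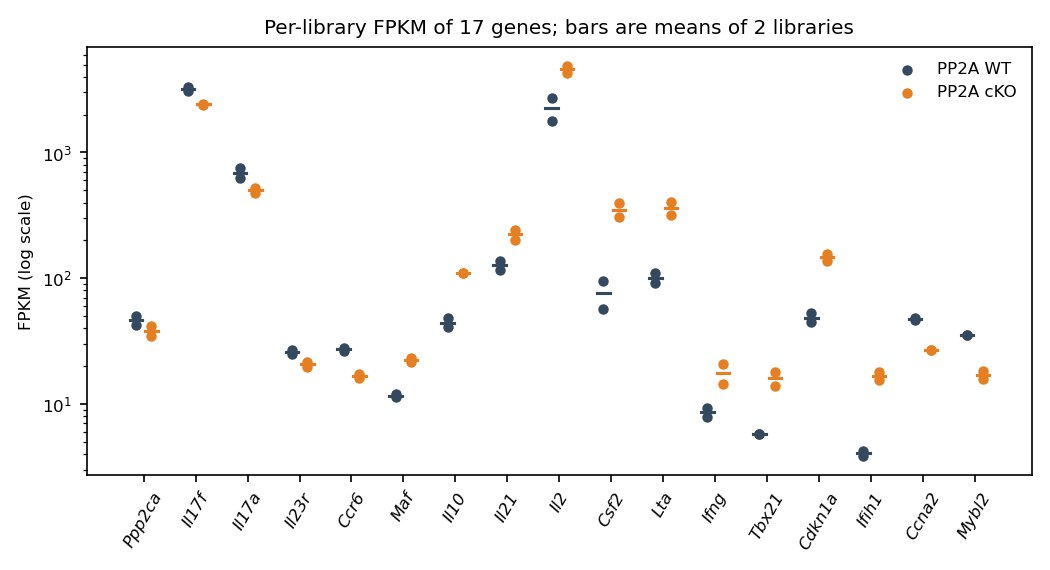
FPKM of 17 genes (y axis, log scale) in each of the 2 PP2A WT and 2 PP2A cKO libraries, with bars at the genotype means. Ppp2ca lies at 42.2 and 50.1 FPKM in WT and at 41.8 and 34.5 in cKO, while Csf2, Lta, Cdkn1a, Ifih1, Tbx21, Il10 and Maf were higher and Ccna2 and Mybl2 lower in cKO past the threshold.

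The Th17 genes did not move as a group, and 1 of 20 tested members passed the threshold. It was Maf, a transcription factor gene of IL-10-producing T cells, which rose from 11.7 ± 0.322 to 22.2 ± 1.13 FPKM (SD, n = 2; log2 fold change 0.87 ± 0.09, adjusted p = 0.0356). Il17a (chromosome 1, 20730905 to 20734496) had 693 ± 90.9 FPKM in WT and 500.0 ± 29.3 in cKO, a log2 fold change of -0.46 ± 0.14 that did not pass (adjusted p = 0.159). Il17f had 3212 ± 150 and 2411 ± 43.2 FPKM (-0.41 ± 0.11, adjusted p = 0.134), Il23r 25.8 ± 1.27 and 20.7 ± 1.57 (-0.31, adjusted p = 0.194) and Rora 19.9 ± 0.242 and 16.7 ± 1.60 (-0.25, adjusted p = 0.271). Ccr6, a chemokine receptor of Th17 cells, had 27.3 ± 0.985 and 16.7 ± 1.06 FPKM (-0.68, adjusted p = 0.0541). Il21 had the opposite sign, with 128 ± 14.8 and 223 ± 29.5 FPKM (0.80, adjusted p = 0.0743).

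As a list, the Th17 genes had a median log2 fold change of 0.11 (camera, adjusted p = 0.374), and adjusted over the list alone 5 were higher and 4 lower. voom called 4 higher and 2 lower, with Il21 (adjusted p = 0.0247) and Ccr6 (0.0158) among those past the threshold and Il17a (0.0609) and Il17f (0.0626) not. Il17f passed the threshold without cKO replicate 1 or 2 (adjusted p = 0.0491 and 0.017), and Maf missed it without WT replicate 1 or 2 (0.134 and 0.203). Il22 stayed under the filter, with 12 and 7 reads in the WT libraries and 31 and 30 in the cKO libraries.

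Genes of other helper T cell programmes included several that rose in cKO. Of 15 Th1 genes 2 rose and 1 fell: Tbx21, which encodes the Th1 transcription factor T-bet, went from 5.76 ± 0.0202 to 16 ± 2.93 FPKM (SD, n = 2; log2 fold change 1.32 ± 0.14, adjusted p = 0.0356), Il12rb2 was higher by 0.82 and Xcl1 fell. Ifng had 8.58 ± 0.928 and 17.5 ± 4.54 FPKM (0.93, adjusted p = 0.0839). Of 11 Th2 genes the cytokine gene Il24 rose (1.91, adjusted p = 0.0206), and Gata3 had 7.87 ± 1.08 and 12.7 ± 2.02 FPKM (0.63, adjusted p = 0.109). Of 15 Treg genes the regulatory cytokine gene Il10 rose, from 44.5 ± 4.83 to 110 ± 1.38 FPKM (1.29 ± 0.11, adjusted p = 0.027), while Foxp3 had 1.88 ± 0.344 and 2.25 ± 1.24 FPKM (adjusted p = 0.821). Of 15 genes linked to pathogenic Th17 cells 3 rose, namely Csf2, Tbx21 and Lgals3 (1.07, adjusted p = 0.0388), and of 6 linked to non-pathogenic Th17 cells Il10 and Maf rose. Maf was the single Tfh gene of 11 that passed.

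The median log2 fold change was 0.63 for the Th1 list, 0.63 for Th2, 0.12 for Treg, 0.30 for Tfh, 0.43 for pathogenic and 0.59 for non-pathogenic Th17 genes. The camera adjusted p was 0.000824, 6.26e-05, 0.0447, 0.0246, 0.00592 and 0.0417 in that order. With an estimated correlation, on 2 residual degrees of freedom, it was 0.339, 0.389, 0.423, 0.449, 0.499 and 0.423, and none of the 6 lists was called. By camera at the preset correlation, Th2 was called in every omission of a library, while the Th1, Treg, Tfh, pathogenic and non-pathogenic Th17 lists were not called without cKO replicate 2 (adjusted p from 0.0519 to 0.314). The Treg list was not called without WT replicate 1 or 2 either (adjusted p = 0.106 and 0.0604), nor the non-pathogenic Th17 list without cKO replicate 1 (adjusted p = 0.0646). The Treg median ran from 0.03 to 0.24 over the omissions. Adjusted over the list alone, 9 Th1 genes were higher and 1 lower, and 7 Th2, 5 Treg, 5 Tfh and 6 pathogenic Th17 genes were higher, with 3 higher and 1 lower among the non-pathogenic Th17 genes. Without WT replicate 1 or 2, Tbx21 (adjusted p = 0.0558 and 0.074), Il10 (0.0552 and 0.116), Lgals3 (0.0947 and 0.189), Il12rb2 (0.147 and 0.153), Xcl1 (0.191 and 0.215) and Maf (0.134 and 0.203) missed the threshold. Csf2 (0.0636) and Il12rb2 (0.0522) missed it without cKO replicate 1, and Il24 passed without any one library.

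Genes induced by T cell receptor signalling and by PMA and ionomycin were called higher in cKO as a list by camera at the preset correlation (median 0.41, adjusted p = 1.05e-06). The list was not called with an estimated correlation (adjusted p = 0.569) or by fry (adjusted p = 0.214). Of 35 tested members 3 rose: Csf2, the early response gene Egr3, from 6.40 ± 1.24 to 24.9 ± 4.00 FPKM (SD, n = 2; log2 fold change 1.81 ± 0.17, adjusted p = 0.028), and Egr1, from 16.1 ± 0.0272 to 37.9 ± 6.42 FPKM (1.18 ± 0.14, adjusted p = 0.0391). Tnf had 235 ± 65.8 and 668 ± 144 FPKM (1.52, adjusted p = 0.0635), and Il2 had 2250 ± 673 and 4574 ± 361 FPKM (1.05, adjusted p = 0.0935). Lta, a TNF family gene beside Tnf, rose from 101 ± 12.3 to 362 ± 63.1 FPKM (1.82 ± 0.17, adjusted p = 0.0274). Adjusted over the list alone 14 members were higher and 1 lower, and voom called 13 higher and 1 lower. Without WT replicate 1, WT replicate 2, cKO replicate 1 and cKO replicate 2 in turn, 2, 2, 5 and 11 members were higher, and 4 were lower without cKO replicate 2. Egr1 missed the threshold without WT replicate 1 or 2 (adjusted p = 0.1 and 0.128).

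Of 11 inhibitory receptor and ligand genes, 3 rose in cKO. Pdcd1lg2 and Cd274, which encode the PD-1 ligands PD-L2 and PD-L1, went from 7.19 ± 0.588 to 20.2 ± 1.499 FPKM (log2 fold change 1.38 ± 0.10, adjusted p = 0.0206) and from 21.7 ± 1.48 to 46.7 ± 3.13 FPKM (1.07 ± 0.11, adjusted p = 0.0342). Havcr2, which encodes TIM-3, went from 0.694 ± 0.0521 to 2.45 ± 0.116 FPKM (1.03 ± 0.11, adjusted p = 0.0375). The list had a median of 0.42 (camera, adjusted p = 0.000834; adjusted p = 0.339 with an estimated correlation) and 7 members higher adjusted over the list alone. Without WT replicate 1 or 2 a single member was higher, without cKO replicate 1 there were 2, and without cKO replicate 2 there were 7 higher and 1 lower.

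The type I interferon response genes were the list with the highest share of raised members. Of 17 tested members 11 rose and none fell. Ifih1, which encodes the RNA sensor MDA5, went from 4.05 ± 0.263 to 16.7 ± 1.77 FPKM (SD, n = 2; log2 fold change 1.81 ± 0.11, adjusted p = 0.0166), the antiviral gene Oas3 from 1.10 ± 0.0744 to 6.38 ± 1.05 FPKM (1.80 ± 0.13, adjusted p = 0.0206) and Trim30a from 2.58 ± 0.0970 to 9.63 ± 0.248 FPKM (1.57 ± 0.09, adjusted p = 0.0146). Of 14 interferon-gamma response genes 3 rose, namely the interferon-inducible GTPase genes Irgm1 (1.44 ± 0.13, adjusted p = 0.028) and Igtp (1.08 ± 0.10, adjusted p = 0.0273) and Cd274. Igtp overlaps Irgm2.

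The type I list had a median log2 fold change of 1.18, at 1.19 against WT for cKO replicate 1 and 1.07 for cKO replicate 2 (camera, adjusted p = 6.49e-17; adjusted p = 0.326 with an estimated correlation; fry, adjusted p = 0.00317). Adjusted over the list alone 16 members were higher. The interferon-gamma list had a median of 0.49 (camera, adjusted p = 2.64e-07; adjusted p = 0.326 with an estimated correlation; fry, adjusted p = 0.0215) and 9 members higher adjusted over the list alone. Without WT replicate 1 or 2, 6 members of the type I list and 1 of the interferon-gamma list were higher. Without cKO replicate 1 these were 11 and 4, and without cKO replicate 2 they were 15 and 7, with 1 interferon-gamma gene lower.

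Cell cycle genes were called lower in cKO as a list by camera at the preset correlation (adjusted p = 1.05e-19) and by fry (adjusted p = 0.0215), but not with an estimated correlation (adjusted p = 0.326). Of 45 tested members 1 fell past the threshold, the S and G2 phase cyclin gene Ccna2, from 47.4 ± 1.44 to 26.9 ± 0.0129 FPKM (SD, n = 2; log2 fold change -0.79 ± 0.09, adjusted p = 0.0391). The mitotic kinase gene Aurka had 45.8 ± 0.438 and 23.6 ± 3.73 FPKM (-0.94, adjusted p = 0.053), Plk1 had 83.4 ± 1.78 and 44.5 ± 7.02 FPKM (-0.90, adjusted p = 0.0572), and the replication licensing gene Mcm2 had 54.7 ± 0.394 and 31.9 ± 4.05 FPKM (-0.76, adjusted p = 0.0607). Both cKO values lay under both WT values for 41 of the 45 genes. The median log2 fold change was -0.54, at -0.54 for cKO replicate 1 and -0.49 for cKO replicate 2. Adjusted over the list alone 38 members were lower and 1 higher. voom called 34 lower, and 0, 0, 15 and 36 were lower without WT replicate 1, WT replicate 2, cKO replicate 1 and cKO replicate 2.

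Of 26 targets of the tumour suppressor p53, 4 rose in cKO. Cdkn1a, which encodes the cell cycle inhibitor p21, went from 48.6 ± 5.51 to 146 ± 12.2 FPKM (log2 fold change 1.57 ± 0.13, adjusted p = 0.0242). Phlda3 went from 1.91 ± 0.0850 to 9.12 ± 0.225 FPKM (1.80 ± 0.09, adjusted p = 0.0108), Btg2 rose by 1.22 (adjusted p = 0.0206) and Psrc1 by 1.18 (adjusted p = 0.027). Mdm2, which encodes the ubiquitin ligase of p53, had 23.4 ± 0.526 and 33.3 ± 1.52 FPKM (0.49, adjusted p = 0.0775), and the proapoptotic gene Bbc3 had 1.80 ± 0.348 and 8.24 ± 3.10 FPKM (1.69, adjusted p = 0.0552). The list had a median of 0.20 (camera, adjusted p = 0.000124; adjusted p = 0.339 with an estimated correlation; fry, adjusted p = 0.00944). Adjusted over the list alone 10 were higher and 1 lower, and 2, 1, 6 and 11 were higher without WT replicate 1, WT replicate 2, cKO replicate 1 and cKO replicate 2.

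**Figure D3:**
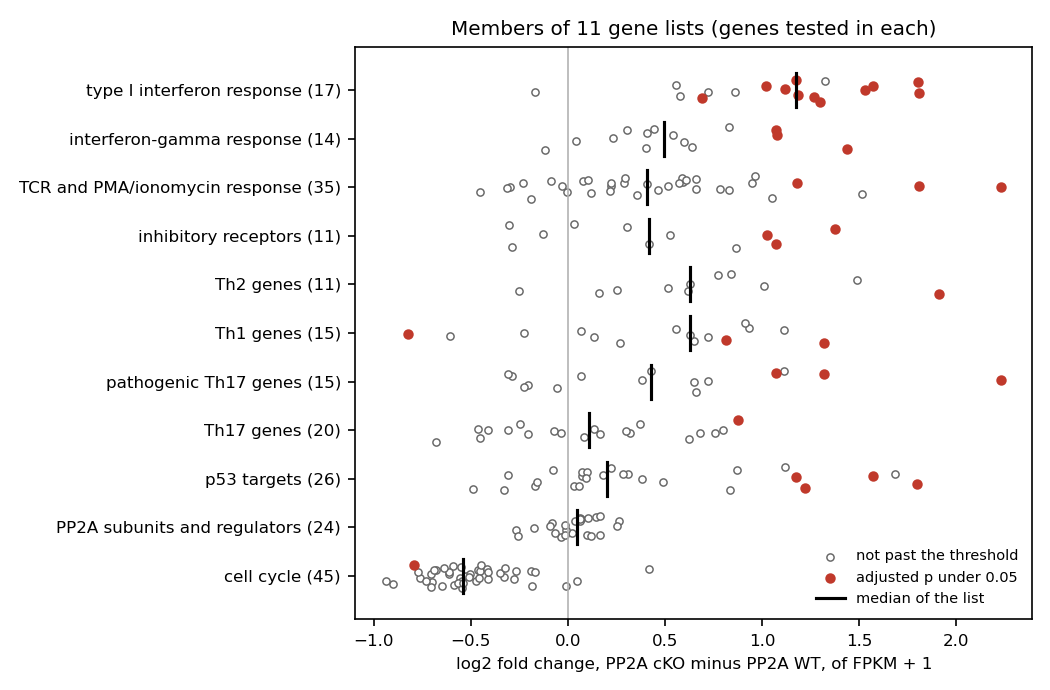
Log2 fold change of FPKM + 1, cKO minus WT (x axis), for the tested members of 11 gene lists (rows, number tested in brackets). Filled points passed an adjusted p of 0.05, open points did not, and the vertical bar is the median of the list, which lies at 1.18 for the type I interferon response and at -0.54 for the cell cycle.

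The pathways of the polarizing cytokines were not called as lists with all libraries. Of 22 genes of the TGF-β and SMAD pathway 1 rose, the transcriptional inhibitor gene Id3, from 17.7 ± 0.415 to 30.9 ± 2.44 FPKM (log2 fold change 0.77 ± 0.10, adjusted p = 0.0492), and Smad7 had 5.56 ± 0.771 and 5.82 ± 1.23 FPKM (adjusted p = 0.876). None of 16 IL-6 and STAT3 pathway genes passed, the largest value being 0.64 for Cish (adjusted p = 0.087). The medians were 0.09 and 0.03 (camera, adjusted p = 0.185 and 0.231), and without cKO replicate 1 both lists were called higher (0.16 and 0.19; camera, adjusted p = 0.0279 and 0.00931). Id3 missed the threshold without WT replicate 1 or 2 (adjusted p = 0.216 and 0.317).

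Among the remaining lists, camera called the unfolded protein response (21 genes, median 0.22, adjusted p = 0.000131), apoptosis regulators (23 genes, 0.20, adjusted p = 0.0197), CD4 T cell identity genes (20 genes, 0.17, adjusted p = 0.0315) and proteasome genes (37 genes, 0.12, adjusted p = 0.0197) higher in cKO. It called WNT pathway genes (14 genes, -0.18, adjusted p = 0.00925) and glycolysis genes (29 genes, -0.13, adjusted p = 0.0417) lower. No member of these 6 lists passed the threshold in the main test. With an estimated correlation the adjusted p was 0.423, 0.389, 0.407, 0.655, 0.569 and 0.668. voom called 3 apoptosis genes higher and 2 lower, and 4 CD4 identity genes higher and 1 lower. It called 2 WNT and 6 glycolysis genes lower, and no unfolded protein response or proteasome gene. Only the unfolded protein response was called in every omission of a library. Without cKO replicate 1 the WNT (-0.06, adjusted p = 0.187), glycolysis (-0.06, adjusted p = 0.616) and proteasome lists (0.04, adjusted p = 0.286) were not called. Without WT replicate 1 the glycolysis, proteasome, apoptosis and CD4 identity lists were not called (adjusted p from 0.0703 to 0.427). The genes Cd4, with 105 ± 0.490 and 127 ± 1.49 FPKM (adjusted p = 0.196), and Cd3e, with 21.7 ± 0.439 and 19.5 ± 2.43 FPKM (adjusted p = 0.49), did not pass. The lists of naive and memory T cell genes (median -0.07), cholesterol synthesis (-0.10), MYC and ribosome biogenesis (-0.06), ATF4 stress (0.01), heat shock (0.05), ERK feedback (0.05) and oxidative phosphorylation (0.07) were not called with all libraries (camera, adjusted p from 0.0679 to 0.765). ERK feedback was called higher without cKO replicate 1 (adjusted p = 0.00472), with medians from -0.14 to 0.22 over the omissions, cholesterol synthesis lower without WT replicate 1 (adjusted p = 0.0192), and oxidative phosphorylation higher without WT replicate 2 or cKO replicate 2 (adjusted p = 0.0301 and 1.04e-05) and with protein-coding genes only (adjusted p = 0.0441). Egr1 was the single member of these 7 that passed.

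Lists that describe RNA composition moved too. The list of cytosolic ribosomal protein genes, matched by symbol, had 88 tested members, of which 3 (Rps6ka1, Rps6ka3 and Rps6ka4) encode kinases. Its median log2 fold change was 0.23 (0.24 without these 3), at 0.37 in cKO replicate 1 and 0.08 in cKO replicate 2, with no member past the threshold (camera, adjusted p = 4.06e-07; adjusted p = 0.606 with an estimated correlation). The 13 mitochondrial transcripts had a median of 0.23 (camera, adjusted p = 0.00768; adjusted p = 0.569 with an estimated correlation), and were not called without WT replicate 1 (adjusted p = 0.427). Of 22 histone genes, all replication-dependent by symbol except H1f0, Hist1h2bc rose, from 0.649 ± 0.0426 to 4.13 ± 0.295 FPKM (1.64 ± 0.11, adjusted p = 0.0206), and the list had a median of 0.22 (camera, adjusted p = 0.00291; adjusted p = 0.504 with an estimated correlation; adjusted p = 0.0627 without cKO replicate 1). Histone genes are near-identical copies, so the values of single genes are uncertain.

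Markers of other cells were mostly near 0. The neutrophil and mast cell, erythroid and gamma-delta T cell lists had 0 genes that reached the filter, and 2 of 18 B cell, 3 of 20 macrophage, 3 of 14 stromal, 1 of 11 NK cell and 1 of 2 CD8 T cell markers did. Ighm, an immunoglobulin gene, had 7.69 ± 0.944 and 4.17 ± 0.175 FPKM (adjusted p = 0.0564), Ctss 22.2 ± 1.11 and 31.0 ± 4.80 (adjusted p = 0.159), Lum 1.61 ± 0.0326 and 0.960 ± 0.405 (adjusted p = 0.266), Klrd1 4.02 ± 0.496 and 4.80 ± 1.04 (adjusted p = 0.5) and Cd8b1 7.49 ± 0.595 and 9.43 ± 0.575 (adjusted p = 0.198). The 6 tested dendritic cell and MHC class II genes had a median log2 fold change of 0.75 (camera, adjusted p = 0.00925; adjusted p = 0.389 with an estimated correlation; fry, adjusted p = 0.0744), and were not called without cKO replicate 2 (camera, adjusted p = 0.184). Among them Ccl22 had 0.941 ± 0.503 and 4.18 ± 0.169 FPKM (1.44, adjusted p = 0.0504) and Cd74 had 32.7 ± 7.33 and 83.7 ± 23.6 FPKM (1.32, adjusted p = 0.0757).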

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

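The GC correction was chosen after the data were seen, the other alternatives before. Across 1528 pairs of a named gene and a setting, 99.3% kept the sign of the log2 fold change, and none of the 45 named genes past the threshold reversed in any of these settings, although all lost the call without a filter. With TPM, Csf2, Tbx21, Egr1, Id3, Il12rb2, Havcr2, Tnfrsf21, Haus4 and Haspin missed the threshold (limma, adjusted p from 0.0516 to 0.0606). No list called by camera reversed.

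The counts of changed genes, 86 higher and 27 lower in limma on log2(FPKM + 1), moved by over 1.5 times in many settings. They were 52 higher with TPM (23 lower), 15 and 16 lower with pseudocounts of 0.1 and 0.01, 259 and 241 with protein-coding genes only, 266 and 354 with voom, and 285 and 237 after the GC correction. Without a filter limma called 0 and 0 of 21807 genes, 3012 of which had an unadjusted p under 0.05. Leaving out 1 library at a time gave 49 to 1390 higher and 6 to 1614 lower genes. The highest counts came without cKO replicate 2. In each omission the lone library of a genotype is assumed to vary like the other genotype, so these counts can follow the pair that remains. For these shifts the cause was not tested.

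With the replicate block 154 genes were higher and 73 lower. The labels do not say that equal numbers mark a shared mouse, litter or day, and the deviations of same-numbered libraries from their genotype means correlated at -0.093 across genes. With 2 pairs no pairing can be read from this.

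Of 19 lists higher and 3 lower by camera, 0 and 0 were called with an estimated correlation and 7 and 1 by fry. With 2 residual degrees of freedom, the estimated correlation cannot decide whether these calls hold. With a filter of 5 FPKM 1 list was lower, and with 1 library left out 12 to 19 were higher and 1 to 3 lower. Of the 22, 9 were called in all 4 omissions: type I interferon, interferon-gamma, cell cycle, p53, T cell receptor response, inhibitory receptors, Th2, unfolded protein response and ribosomal proteins. Quantile scaling kept 16 of the 22 calls, the GC correction 17 and TPM 20. The GC correction ended the call of the Treg, Tfh, non-pathogenic Th17, glycolysis and mitochondrial lists, and TPM that of the glycolysis and proteasome lists.

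Ppp2ca had a negative log2 fold change and no call in every setting, from -0.40 to -0.13 with 1 library left out. Genes that had missed the threshold changed sign: Ppp2cb with TPM (-0.0266) and over the omitted libraries (-0.0174 to 0.15), Ppp2r1a after the GC correction (0.0372) and over the omitted libraries (-0.21 to 0.14; adjusted p = 0.0478 at -0.21, without cKO replicate 2), Ppp2r1b (-0.16 to 0.0022), Smad7 with TPM (-0.0327) and over the omitted libraries (-0.13 to 0.24) and Foxp3 (-0.28 to 0.52). Lists that had missed the threshold changed direction in camera too. Heat shock did so with a filter of 5 FPKM (adjusted p = 0.961), TPM (0.98), quantile scaling (0.482), the GC correction (0.983) and without cKO replicate 1 (0.539). Without cKO replicate 1, naive and memory genes (0.94) and oxidative phosphorylation (0.139) changed direction, as did ATF4 stress without cKO replicate 2 (0.427). Over the 4 omissions, whatever the direction, the adjusted p ran from 0.369 to 0.792 for heat shock, 0.373 to 0.94 for naive and memory genes, 0.0563 to 0.717 for ATF4 stress and 1.04e-05 to 0.358 for oxidative phosphorylation. In its original direction, oxidative phosphorylation was called without cKO replicate 2, without WT replicate 2 (0.0301) and with protein-coding genes only (0.0441). ERK feedback was called higher without cKO replicate 1 (0.00472) and cholesterol synthesis lower without WT replicate 1 (0.0192).

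The Gapdh log2 fold change was -0.35 without cKO replicate 2 and 2.97 without cKO replicate 1, where it passed the threshold (adjusted p = 0.0275).

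The correlation within WT, within cKO and between genotypes fell to 0.9835, 0.9778 and 0.9679 with a pseudocount of 0.1 and to 0.968, 0.9664 and 0.9549 with 0.01. Without a filter it was 0.9925 within cKO and 0.9899 between genotypes. Depth limits genes such as Il22, with 7 to 31 reads per library.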

Other observations

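In this part, Cyp1a1, Cyp1b1, Tiparp, Ahrr, Col4a1, Col4a2 and Cd74 were chosen after the values were seen. So were the subsets of list members and the tests of explanations. The gene lists, and the rule that named Ppp2ca and Gapdh, were fixed before the data were examined, as was the use of voom. Outside the fixed lists, Cyp1a1, a classical target gene of the aryl hydrocarbon receptor, rose from 0.241 ± 0.0484 to 3.87 ± 0.115 FPKM (SD, n = 2; log2 fold change 1.97 ± 0.11, limma adjusted p = 0.0146). Other genes linked to this receptor did not all move alike. In WT and cKO, mean FPKM was 0.0910 and 0.537 for Cyp1b1, 2.93 and 3.41 for Tiparp, and 0.0576 and 0.0430 for Ahrr. Activity of the receptor was not tested. The adjacent collagen genes Col4a1 and Col4a2 fell, from 4.78 ± 1.55 to 0.257 ± 0.0180 FPKM (-2.18 ± 0.20, adjusted p = 0.028) and from 3.45 ± 1.15 to 0.217 ± 0.00901 FPKM (-1.85 ± 0.20, adjusted p = 0.0375). Their annotated ranges overlap at the ends only, since Col4a1 ends at 11312826 and Col4a2 starts at 11312805 on chromosome 8. Only reads within this short stretch are uncertain between them. Col4a2 missed the threshold without cKO replicate 1 (adjusted p = 0.0535), and Cyp1a1 and Col4a1 passed without any one library.

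Gapdh, a gene with many processed pseudogenes, had 8.92 ± 0.637 FPKM in WT and 41.7 ± 49.4 in cKO (SD, n = 2; adjusted p = 0.505). Its value was high in cKO replicate 2 alone.

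The type I interferon genes were higher in both cKO libraries, with a median log2 fold change of 1.18 over 17 genes. The GC trend of cKO replicate 1 is argued against, since the median was 1.20 after the GC correction and 15 members were then called instead of 11. RNA of B cells and macrophages is also argued against as a direct source. A set of 10 abundant transcripts of these cells, such as Lyz2, Cd79a and Tyrobp, summed to 0.70 FPKM in cKO. Both marker lists except Cst3 and Ctss (22.2 and 31.0), which other cells express too, held 37 gene IDs, counting Itgam once per gene ID. These summed to 13.0 FPKM in WT and 8.42 in cKO, against a gain of 235 FPKM over the 17 genes. RNA of dendritic cells is argued against by the abundant transcripts H2-Aa and H2-Eb1. Most of the dendritic cell list was low too. Of its 17 genes, 11 had a mean under 1 FPKM, and the list median was 0.22 FPKM in WT and 0.167 in cKO. H2-Aa (0.22 and 0.0951 FPKM in WT and cKO) and H2-Eb1 (1.25 and 1.17) summed to 1.27 FPKM in cKO. H2-Ab1 (13.7 and 15.1), Cd74 (32.7 and 83.7) and Cst3 (63.0 and 74.9) had higher levels. Cd74, Cst3, Ccl17 (0.91 and 3.56) and Ccl22 (0.941 and 4.18) were higher in both cKO libraries. All 56 gene IDs of the B cell, macrophage and dendritic cell lists summed to 150 and 226 FPKM in WT and cKO. The 53 without Cd74, Cst3 and Ctss summed to 32.4 and 36 FPKM. These markers go both ways, and this source is not settled. An effect of the genotype, or of interferon in individual cultures, may account for the pattern and stays open as an untested hypothesis, since the labels give no culture dates.

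Ppp2ca kept 0.827 of its mean WT level in cKO. RNA of B cells and macrophages with an intact gene is argued against, as the same 10 transcripts together reached 1.82% of the Ppp2ca level of 38.1 FPKM. The same 37 gene IDs reached 8.42 FPKM. RNA of dendritic cells is argued against by H2-Aa and H2-Eb1, which together reached 3.32% of that level. The median of the dendritic cell list was 0.167 FPKM in cKO. Cd74 and Cst3 lay above it, so this source is not settled. A deletion of part of the gene, a deletion in part of the cells, or a target other than this subunit could leave such a value, and gene totals without exon values keep these open. They cannot be told apart here.

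Among the called genes, 5 of 156 tested within 10 Mb of Ppp2ca on chromosome 11 were past the threshold (Csf2, Igtp, Irgm1, Fam71b and Havcr2), against 108 of 10406 elsewhere. A one-sided Fisher's exact test gave p = 0.0259. DNA of another strain carried along with a targeted gene is a candidate explanation that predicts such a cluster. Without the members of the interferon lists 3 of 151 were called (Fisher's exact test, p = 0.17). With the calls of voom, 14 of them in this window, p was 0.0743 in the same Fisher's exact test, and with GC-corrected calls it was 0.149. With so few genes, and with Ppp2ca not known to be the target, this hypothesis stays open.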
